A study of Homo sapiens with 6 samples. Its data were reported in "FAK inhibition with small molecule inhibitor Y15 decreases viability, clonogenicity, and cell attachment in thyroid cancer cell lines and synergizes with targeted therapeutics" (2014).

How the data were processed

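TT cells were left untreated, treated with 10 μM Y15 or treated with 10 μM PF-04554878, with 2 arrays in each of the 3 groups. Groups were taken from the GEO labels, which describe the controls as untreated and name no vehicle. Per the methods of the study, Y15 was dissolved in PBS and PF-04554878 in DMSO. Effects of a solvent and of its compound can therefore not be told apart here. Per the labels and the methods of the study, total RNA was isolated with TRIZOL, amplified to biotin-labeled cRNA and hybridized to Illumina BeadChips, which were summarized in GenomeStudio (version not given in the sources used here). The methods name the HumanRef-8 chip, while the probe identifiers match the annotation of the HumanHT-12 v4 chip, which was used to name probes.

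The deposited file of non-normalized values held the mean bead intensity per probe on a linear scale, without background subtraction or scaling between arrays. Beside each intensity the deposited file gave a detection p-value, the share of negative control beads at least as bright, as computed in GenomeStudio. The authors' deposited value table held log2 values that had been quantile normalized with lumi, and the median of each of its columns was 6.81. Its values differed from those recomputed here by at most 5.0e-09, so its scale is log2 and its columns are not centered. All columns of per-sample values were used.

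The file listed 47323 probes, of which 47317 had values. A single gene was named for 30111 probes, several genes for 8 and none for 17198, and probes with several genes were not named. Symbols were updated through the gene identifier for 30072 probes, and 39 kept the name in the annotation. Intensities were transformed to log2 and quantile normalized over all probes, with no background correction added. Probes were kept when their detection p-value was below 0.01 on at least 2 arrays, which left 18876 probes, 14939 of them with a gene. Each of the 11388 genes was represented by its kept probe with the highest mean. Of 2901 genes with several detected probes, 81 had probes that passed in opposite directions under Y15, 129 under PF-04554878 and 141 between the compounds. For 1725 genes with several probes detected on all arrays, log2 changes of the brightest and next brightest probe were compared. Their correlation was 0.54 under Y15 and 0.78 under PF-04554878, and they lay over 1 apart for 73 and 108 genes. The net signal and the number of detected probes per array are given at the start of the results, and with 2 arrays per group their number limits the precision. The median SE of a log2 change was 0.10.

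Group means were fitted to all 6 arrays with limma version 3.58.1 in R version 4.3.3, with moderated statistics (3 residual and 5.54 prior degrees of freedom). All tests were two-sided. A gene passed when its Benjamini-Hochberg adjusted p was below 0.05 and its change at least 1.2-fold, the fold minimum of the study. Counts at 2-fold and 4-fold were added, as were counts at the thresholds of the study (unadjusted p below 0.05 and 4-fold, without the detection filter). Where a probe was undetected on both arrays of a group, a fold is given as a bound.

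Before the data were examined, 31 gene lists with 868 entries were fixed after reading the study, 675 of the entries being measured, and 27 lists with at least 5 measured members were tested. Lists of thyroid follicular, fibroblast, immune and endothelial markers had fewer members. Lists were compared with all other genes by camera in limma with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison. No list passed in any of the 3 comparisons when the correlation was estimated from these 6 arrays. The fry test asks whether the genes of a list move on balance one way, without comparing them with other genes. The genes named were the 10 largest rises and falls among genes passing at 2-fold in each comparison, the genes the study names for this cell line, up to 4 members of each list with the largest change, any member where a count was 5 or fewer, and the 10 genes with the largest summed change among those moving in opposite directions. Provisional gene names were counted and not printed. Not every gene under this rule is reported here.

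The procedure was tested on simulated data. For Y15 against untreated cells (11388 genes), 57 of 67 genes changed 1.5-fold were recovered, all 67 of those changed 2-fold and all 66 of those changed 4-fold, with 0 in the wrong direction and 10 false calls among 11188 unchanged genes. For PF-04554878, a lowered mitosis list was recovered in 43 of 43 members, with 1 other list called and 3 false calls. Overlaps between the compounds were compared with 100 simulations of unchanged groups against the same untreated arrays and with independent lists of equal size. Alternatives fixed before the data were examined were nec and neqc background correction (offsets 50 and 16), median scaling, the deposited value table, no detection filter, detection on all 6 arrays, every probe tested, only the groups compared, a trended and robust prior, the replicate number as a block, leaving out each array, other fold minimums, an estimated correlation and fry. Median scaling over the tested probes, a crossed block, a restriction to genes alike on the untreated arrays and a covariance with 1 untreated array per compound were added after seeing the data.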

Results

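TT is a human cell line derived from medullary thyroid carcinoma, a tumor of the calcitonin-producing C cells of the thyroid. RNA from TT cells was measured on 6 one-color Illumina bead arrays. There were 2 arrays of untreated cells, 2 of cells treated with 10 μM Y15 and 2 of cells treated with 10 μM PF-04554878. Both compounds inhibit focal adhesion kinase (FAK), a kinase at the sites where cells attach to their matrix. Y15 blocks the autophosphorylation site of FAK, while PF-04554878, also called defactinib, targets the kinase activity. The mean signal above background was 420 and 353 on the untreated arrays, 169 and 180 on the Y15 arrays and 252 and 242 on the PF-04554878 arrays. The deposited file thus held less net signal in treated cells, 0.452 times the untreated mean for Y15 and 0.639 times for PF-04554878. Between 15215 and 18488 probes per array were detected. The methods of the study describe duplicate plates in each group and no repeat of the experiment. If each array holds RNA from its own plate, which the GEO labels do not state, p-values here measure the spread between plates, and otherwise a spread that may be technical. Values below were quantile normalized. Where each array was instead scaled to its median over all probes (median scaling), the median gene moved to -0.78 under Y15 and -0.59 under PF-04554878. With the median over the tested probes, a choice made after seeing the data, it moved to 0.16 and 0.33, and with neqc to -0.14 under PF-04554878. List medians that turn below 0 with median scaling are given with their distance from the median gene.

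The arrays measured RNA, and not FAK protein or its phosphorylation. On Western blots of TT cells, the study reported a fall of both under Y15 and a smaller change under PF-04554878. PTK2, the gene that codes for FAK, was examined as the gene of the target of both compounds. Its log2 change was -0.22 under Y15 (95% interval -0.51 to 0.07, adjusted p = 0.21, n = 2 arrays per group) and 0.19 under PF-04554878 (interval -0.10 to 0.48, adjusted p = 0.22). Neither passed the test in limma, although with median scaling the Y15 change was -1.19 (adjusted p = 0.00033), and with the median over the tested probes that of PF-04554878 was 0.61 (adjusted p = 0.0041). The direct comparison gave a lower PTK2 level under Y15 than under PF-04554878 (log2 difference -0.41, interval -0.70 to -0.12, adjusted p = 0.021). This difference no longer passed with neqc background correction (adjusted p = 0.068), without Y15 array 1 (0.071), without Y15 array 2 (0.12) or without PF-04554878 array 1 (0.12). Without PF-04554878 array 2, PTK2 passed the test as higher under PF-04554878 than in untreated cells (adjusted p = 0.022).

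The first comparison asked which genes changed in Y15-treated TT cells. Per the study, plates were treated for a day. It reported that most TT cells detached, and many died, at Y15 doses in the range of that used here. These arrays cannot tell changes in detached or dying cells from changes in attached ones. Heat shock and stress genes were strongly up-regulated. HSPA6, an inducible HSP70 chaperone, rose 83.3-fold (log2 change 6.38 ± 0.09 SE, adjusted p = 5.0e-09, n = 2 arrays per group), and a dimmer HSPA6 probe gave 3.85. ATF3, a stress-induced transcription factor, rose 17.1-fold (4.10 ± 0.11) and PPP1R15A, which restores translation after stress, rose 10.6-fold (3.41 ± 0.09). DDIT3, the transcription factor CHOP, rose 9.47-fold and JUN, an AP-1 subunit, rose 8.10-fold (3.02 ± 0.15). Among the down-regulated genes, DKK1, a secreted Wnt inhibitor, fell most (log2 change -2.06 ± 0.14). Dimmer probes moved less for DKK1 (-0.31) and ATF3 (0.51). DKK1 was followed by the mitotic spindle gene ASPM (-1.98 ± 0.17) and the centromere histone gene CENPA (-1.88 ± 0.10). The largest rises also included ZFAND2A, a heat shock-induced gene (3.08), and the small nuclear RNA RN7SK (3.54), and the largest falls SNORA61 (-1.87), NCAPD2 (-1.86), ATAD2 (-1.81), HOXB8 (-1.81) and MAD2L1 (-1.80). A dimmer MAD2L1 probe did not pass (-0.06).

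Of the 24 measured members of the heat shock list, 16 rose and 0 fell under Y15 (16 and 1 adjusted over the list alone), and with median scaling the list median of 0.74 turned to -0.07, which is 0.72 above the median gene. They included HSPA1B (log2 change 3.18), HSPA1A (2.99) and DNAJB1 (2.72). The list was higher than other genes by camera (adjusted p = 5.5e-10, and adjusted p = 0.10 with an estimated correlation). HSPA1A and HSPA1B are nearly identical in sequence, as are HSPA6 and HSPA7 (4.47), so the signal of their probes may come from either copy. In the integrated stress response list, 22 of 28 members rose and 0 fell (23 and 0 adjusted over the list alone), with DDIT4, an inhibitor of mTOR signaling, at 2.73. Its adjusted p was 3.0e-15, and adjusted p = 0.10 with an estimated correlation. In the list of immediate early genes, 17 of 22 rose and 2 fell, with the same counts over the list alone. DUSP1, a phosphatase of stress kinases, rose by 2.52 and IER5 by 2.45 (list adjusted p = 1.5e-09, and adjusted p = 0.10 with an estimated correlation). All 3 genes of the GADD45 family, which act in growth arrest and stress signaling, rose: GADD45A 3.18-fold, GADD45B 3.40-fold and GADD45G 3.51-fold. In their list with the stress kinase genes, 8 of 14 rose and 2 fell, over the list alone as well (adjusted p = 0.00029, and adjusted p = 0.10 with an estimated correlation).

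Among 24 targets of p53, 15 rose and 1 fell under Y15, with a median of 0.81 that turned to -0.22 with median scaling, 0.57 above the median gene (16 and 2 adjusted over the list alone, list adjusted p = 8.7e-07, and adjusted p = 0.10 with an estimated correlation). GDF15, a secreted stress cytokine, rose by 2.45 and CDKN1A, the cell cycle inhibitor p21, by 1.64. The brightest probe of ZMAT3 rose by 1.88, but its other detected probes gave 0.65 and 0.07, and it did not pass without Y15 array 1 (adjusted p = 0.064) or with a trended and robust prior (0.066). Metallothionein and zinc transport genes rose in 8 of 9 cases and none of the 9 fell, over the list alone as well, with a median of 0.84 that turned to -0.06 with median scaling, 0.72 above the median gene (adjusted p = 4.8e-07, and adjusted p = 0.10 with an estimated correlation). These included the zinc exporter gene SLC30A1 (2.55) and the metal-binding protein genes MT1G (2.01) and MT1H (1.60). FOXO targets rose in 11 of 19 cases and 1 fell, with a median of 0.58 that turned to -0.13 with median scaling, 0.65 above the median gene (12 and 1 adjusted over the list alone, list adjusted p = 5.2e-05, and adjusted p = 0.10 with an estimated correlation), led by FBXO32, a ubiquitin ligase subunit (2.81, or 1.27 by a dimmer probe). Of 11 NF-kB and chemokine genes, 6 rose and 1 fell, with the same counts over the list alone and a median of 0.33 that turned to -0.45 with median scaling, 0.33 above the median gene (adjusted p = 0.013, and adjusted p = 0.31 with an estimated correlation). The NF-kB inhibitor gene NFKBIA rose by 2.26 and IRF1 by 1.39, while NFKB1 itself fell (-0.49). NFKB1 no longer passed without either Y15 array (adjusted p = 0.066 and 0.076). Of 18 NRF2 and oxidative stress genes, 5 rose and 1 fell, with the same counts over the list alone and a median of 0.15 that turned to -0.73 with median scaling, 0.05 above the median gene (adjusted p = 0.041, and adjusted p = 0.31 with an estimated correlation). This call was lost without untreated array 2 (adjusted p = 0.11) and without Y15 array 2 (0.054). HMOX1, heme oxygenase, was not detected on either untreated array and rose at least 6.85-fold (adjusted p = 8.7e-06). Such bounds set the mean of the brighter group against, per array, the higher of the lowest detected signal and the value of the dim probe.

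**Figure D1:**
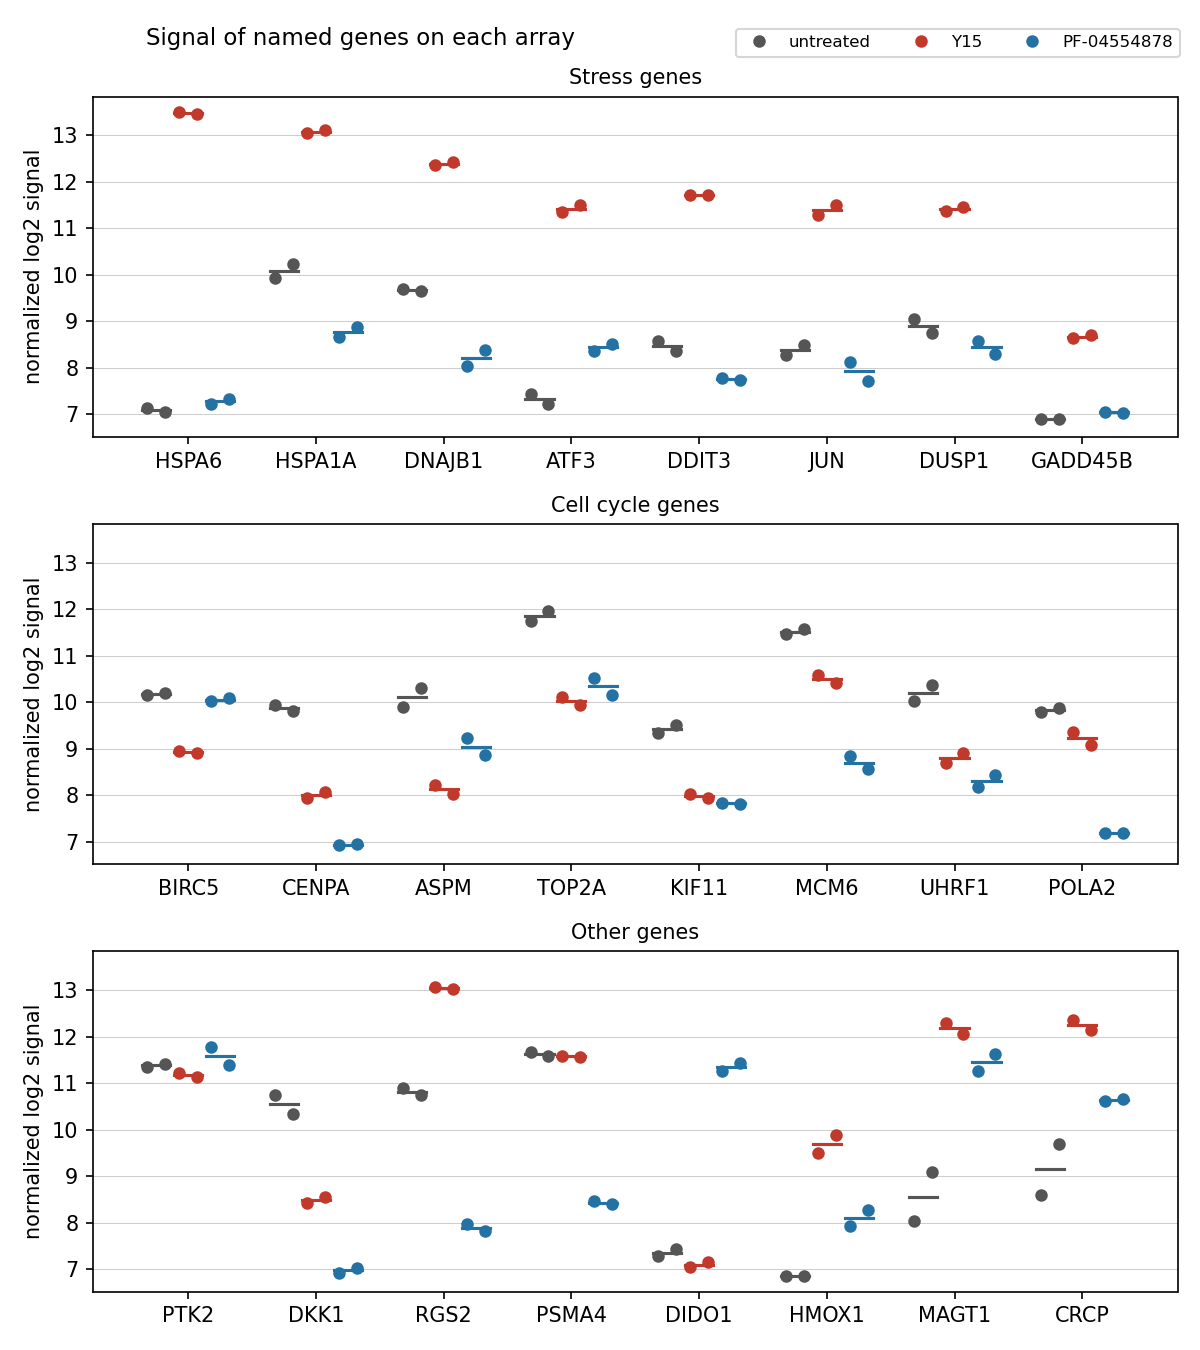
Normalized log2 signal of named stress, cell cycle and other genes on each of the 6 arrays, with 1 point per array and a bar at the mean of each group of 2. HSPA6 is 83.3-fold higher under Y15 than in untreated cells, and CENPA is lower under both compounds.

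Cell division genes were down-regulated by Y15. All 43 measured members of the mitosis list fell, over all genes and over the list alone (median log2 change -1.24, adjusted p = 2.1e-23, and adjusted p = 0.077 with an estimated correlation). TOP2A, the topoisomerase that untangles chromosomes, fell by 1.82 on the log2 scale and CDK1, the kinase that starts mitosis, fell by 1.73. BIRC5, which codes for the anti-apoptotic protein survivin, had a log2 change of -1.24 (0.424-fold), or -0.35 by a dimmer probe. Of 25 kinesins, 19 fell and 1 rose, with the same counts over the list alone (adjusted p = 1.6e-06, and adjusted p = 0.10 with an estimated correlation). The lists were fixed after reading the study, which names members of several of them from the same arrays, among them heat shock, stress response, immediate early, p53 target, GADD45, mitosis and kinesin genes. The counts and p-values of such lists, under either compound, are therefore not independent evidence of their direction. The mitotic kinesins KIF4A (-1.69), KIF20A (-1.55), KIF11 (-1.45) and KIF23 (-1.40) were among those that fell. Of 33 DNA replication and G1/S genes, 25 fell and 0 rose, over the list alone as well (adjusted p = 1.3e-08, and adjusted p = 0.10 with an estimated correlation). TYMS, thymidylate synthase, was at -1.51 and UHRF1, which maintains DNA methylation, at -1.40. RRM2, a subunit of ribonucleotide reductase, was not detected on either Y15 array and was at least 1.86-fold lower (adjusted p = 0.00025). In the oxidative phosphorylation list, 19 of 47 members fell and 2 rose (22 and 2 adjusted over the list alone, list adjusted p = 0.0027, and adjusted p = 0.45 with an estimated correlation), with COX5B, a cytochrome c oxidase subunit, at -0.94.

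No other list passed camera under Y15. C-cell and neuroendocrine markers came closest, with 11 of 25 fallen and 2 risen (12 and 2 adjusted over the list alone, list adjusted p = 0.054). RET, the receptor whose mutations drive medullary thyroid cancer, was at -0.90 and SCG3, a secretory granule gene, at -0.89. This list passed without untreated array 1 (adjusted p = 0.019), without Y15 array 1 (0.042), without the detection filter (0.0092), with detection on all 6 arrays (0.044) and with every kept probe (0.0015). Of 25 integrin and focal adhesion genes, 9 fell and 3 rose (9 and 4 adjusted over the list alone, list adjusted p = 0.22), among them the integrin gene ITGAV (-1.04) and the linker gene VCL (-0.62). Cell adhesion molecules split, with 6 of 20 fallen and 4 risen (adjusted p = 0.40). CD9, a tetraspanin, was at -1.43 while CTNND1, p120 catenin, was at 1.89, or 0.74 by a dimmer probe. Apoptosis promoting genes also split, with 8 of 23 risen and 5 fallen (adjusted p = 0.19), and HRK (1.64) and PMAIP1 (1.06), both genes of BH3-only proteins, were among those that rose. A dimmer PMAIP1 probe gave 0.05, and with median scaling PMAIP1 did not pass (adjusted p = 0.25). Apoptosis inhibiting genes rose in 3 of 12 cases and fell in 3 (adjusted p = 0.91). In the sterol and fatty acid synthesis list, 6 of 22 rose and 7 fell (adjusted p = 1.0), and FASN, fatty acid synthase, was at -1.85. The remaining lists under Y15 were autophagy and lysosome (7 of 24 rose and 2 fell, adjusted p = 0.085), proteasome (6 of 27 and 3, 0.13), hypoxia and glycolysis (7 of 26 and 5, 0.14), and YAP and SRF targets (4 of 10 and 1, 0.19), which passed with median scaling (0.022). They also included the unfolded protein response (5 of 22 and 1, 0.25), ribosome biogenesis (5 of 29 and 5, 0.43), cytosolic ribosomal proteins (6 of 67 and 12, 0.77) and the interferon response (4 of 16 and 3, 0.95). The direction of the cytosolic ribosomal protein list turned with the scaling, and it passed as higher than other genes with median scaling (adjusted p = 4.1e-05) and with the median over the tested probes (0.0041). For interferon response and sterol genes, median and mean changes were below 0 while the test pointed up, and for both apoptosis lists median and mean differed in sign. Adjusted over the list alone, counts of these lists were the same except where given, for apoptosis promoting genes (8 rose and 6 fell), sterol synthesis (6 and 8) and cytosolic ribosomal proteins (5 and 9).

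In limma with Benjamini-Hochberg adjustment, 4353 of 11388 genes passed under Y15 with a change of at least 1.2-fold, 1904 higher and 2449 lower. At 2-fold there were 374 higher and 157 lower genes, and at 4-fold 132 higher and 1 lower. Without Y15 array 1 there were 2246 genes, and without Y15 array 2 there were 2380. With median scaling the split became 386 higher and 9057 lower, and with the median over the tested probes 4815 higher and 2458 lower. Median scaling ended the calls of oxidative phosphorylation (adjusted p = 0.34) and NRF2 (0.64). The median over the tested probes ended those of oxidative phosphorylation (0.14), GADD45 and stress kinase genes (0.094), NF-kB (0.094) and NRF2 (0.77). NF-kB also did not pass without the detection filter (0.075) or with detection on all 6 arrays (0.28), nor NRF2 with the latter (0.21). Of the 132 genes higher by at least 4-fold, 89 differed by more than 0.5 between the untreated arrays. They included MAGT1, a magnesium transporter (3.62 ± 0.29), CRCP (3.10 ± 0.28) and CCDC125 (2.34 ± 0.29). The mean log2 signal of the 89 was 8.71 and 9.84 on the untreated arrays, 11.99 and 11.57 on the Y15 arrays and 10.56 and 10.70 on the PF-04554878 arrays. A second detected probe of CRCP gave 0.40 in place of 3.10. Without untreated array 1, the genes at 4-fold and unadjusted p fell from 133 to 85.

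The next comparison asked the same of PF-04554878-treated TT cells. The study reported that this compound lowered TT viability at doses below that used here, with a sensitivity similar to that for Y15. Changes in cells losing viability can therefore not be told from others here, nor in the comparison of the compounds. DIDO1, the death inducer-obliterator gene, rose 15.9-fold (log2 change 3.99 ± 0.10 SE, adjusted p = 5.2e-07, n = 2 arrays per group), although a dimmer DIDO1 probe gave 0.39. KLF6, a transcription factor, rose 10.8-fold (3.43 ± 0.13), and TNFSF13B, a B cell survival factor, rose 9.01-fold (3.17 ± 0.13). DKK1 again fell most (-3.56 ± 0.14, 0.0847-fold, or -0.39 by a dimmer probe), and PSMA4, a proteasome subunit, fell to 0.109-fold (-3.19 ± 0.09). AURKA, a mitotic kinase, fell to 0.120-fold (-3.06 ± 0.11). NFS1 (3.39), WDR20 (3.39), HBP1 (3.01), TICAM2 (3.01), HNRNPDL (7.98-fold), ZNF317 (2.94) and CIART (2.93) completed the largest rises. ZBED5 (-3.36), SHISA2 (-3.35), MRPL36 (-3.25), UBE2T (-3.24), SMIM32 (-3.04) and SNRPG (-3.01) were among the largest falls. For WDR20, the dimmer detected probes gave -0.15 and -0.12, and for HNRNPDL one gave 0.52.

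DNA replication and mitosis genes were down-regulated by PF-04554878. Of 33 DNA replication and G1/S genes, 32 fell and 1 rose, over the list alone as well (median -1.01, adjusted p = 7.7e-09, and adjusted p = 0.34 with an estimated correlation). MCM6, a subunit of the replicative helicase, was at -2.81, and POLA2, a subunit of the primase complex, was at -2.64. In the mitosis list, 37 of 43 fell and 1 rose, with the same counts over the list alone (adjusted p = 2.8e-10, and adjusted p = 0.25 with an estimated correlation). The gene that rose was PRC1 (0.36), which bundles spindle microtubules. CDKN3 was at -2.90 and AURKB at -2.74. CENPA was not detected on either PF-04554878 array and was at least 7.20-fold lower (adjusted p = 5.2e-07), while a dimmer CENPA probe gave -0.90. BIRC5 did not pass, with a log2 change of -0.11 for its brightest probe (0.924-fold, adjusted p = 0.28) and a rise of 1.69 for a dimmer one. With median scaling the brightest BIRC5 probe passed as lower (-0.89, adjusted p = 0.00019). The study lists BIRC5 as increased under this compound. Of 25 kinesins, 16 fell and 3 rose, with the same counts over the list alone (adjusted p = 0.025, and adjusted p = 0.51 with an estimated correlation). KIF20A was at -1.77 and KIF11 at -1.61, while KIF23 did not pass (0.26, adjusted p = 0.098). Without untreated array 2, the kinesin call was lost (adjusted p = 0.081), as it was with detection on all 6 arrays (0.16). KIF23 passed as higher without PF-04554878 array 2 (adjusted p = 0.024) and as lower with median scaling (-0.65, adjusted p = 0.0031).

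Heat shock genes moved down under PF-04554878, with 15 of 24 fallen and 1 risen, over the list alone as well (adjusted p = 0.017, and adjusted p = 0.51 with an estimated correlation). HSPA8, the constitutive HSP70 chaperone, was at -2.07, HSPE1, a mitochondrial co-chaperone, at -1.75, DNAJB1 at -1.46 and HSPA1A at -1.31. This call was lost with neqc background correction (adjusted p = 0.055) and with median scaling (0.12). The distance of the list from the median gene was -0.47 after quantile normalization and -0.51 with neqc. HSPA6 did not pass (0.19, adjusted p = 0.10), although it did with neqc (adjusted p = 0.027) and with the median over the tested probes (0.76, adjusted p = 7.6e-05). Integrated stress response genes rose in 15 of 28 cases and fell in 4, over the list alone as well, with a median of 0.36 that turned to -0.19 with median scaling, 0.40 above the median gene (adjusted p = 0.0095, and adjusted p = 0.65 with an estimated correlation). The amino acid synthesis genes ASNS (2.13) and PSAT1 (1.79) rose together with STC2 (1.84) and SESN2 (1.75), while DDIT3 fell (-0.71). Targets of p53 rose in 13 of 24 cases and fell in 4, over the list alone as well, with a median of 0.44 that turned to -0.41 with median scaling, 0.18 above the median gene (adjusted p = 0.0095, and adjusted p = 0.47 with an estimated correlation). They included PPM1D, a phosphatase that restrains p53 (2.88), TP53INP1 (2.61) and SESN1 (2.59). With the median taken over the tested probes, the call of the integrated stress response (adjusted p = 0.14) and that of p53 targets (0.11) were lost. The GADD45A, GADD45B and GADD45G changes of 0.04, 0.13 and 0.15 did not pass (adjusted p = 0.73, 0.19 and 0.17). With median scaling, GADD45A (-0.87, adjusted p = 0.00013) and GADD45G (-0.45, adjusted p = 0.0059) passed as lower, while with the median over the tested probes GADD45B (0.93, adjusted p = 3.4e-05) and GADD45G (0.47, adjusted p = 0.0014) passed as higher, as GADD45B did with neqc (adjusted p = 0.017). JUN fell slightly (-0.44, adjusted p = 0.029), a call lost without the detection filter (adjusted p = 0.057), without untreated array 2 (0.11) and without PF-04554878 array 2 (0.20).

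**Figure D2:**
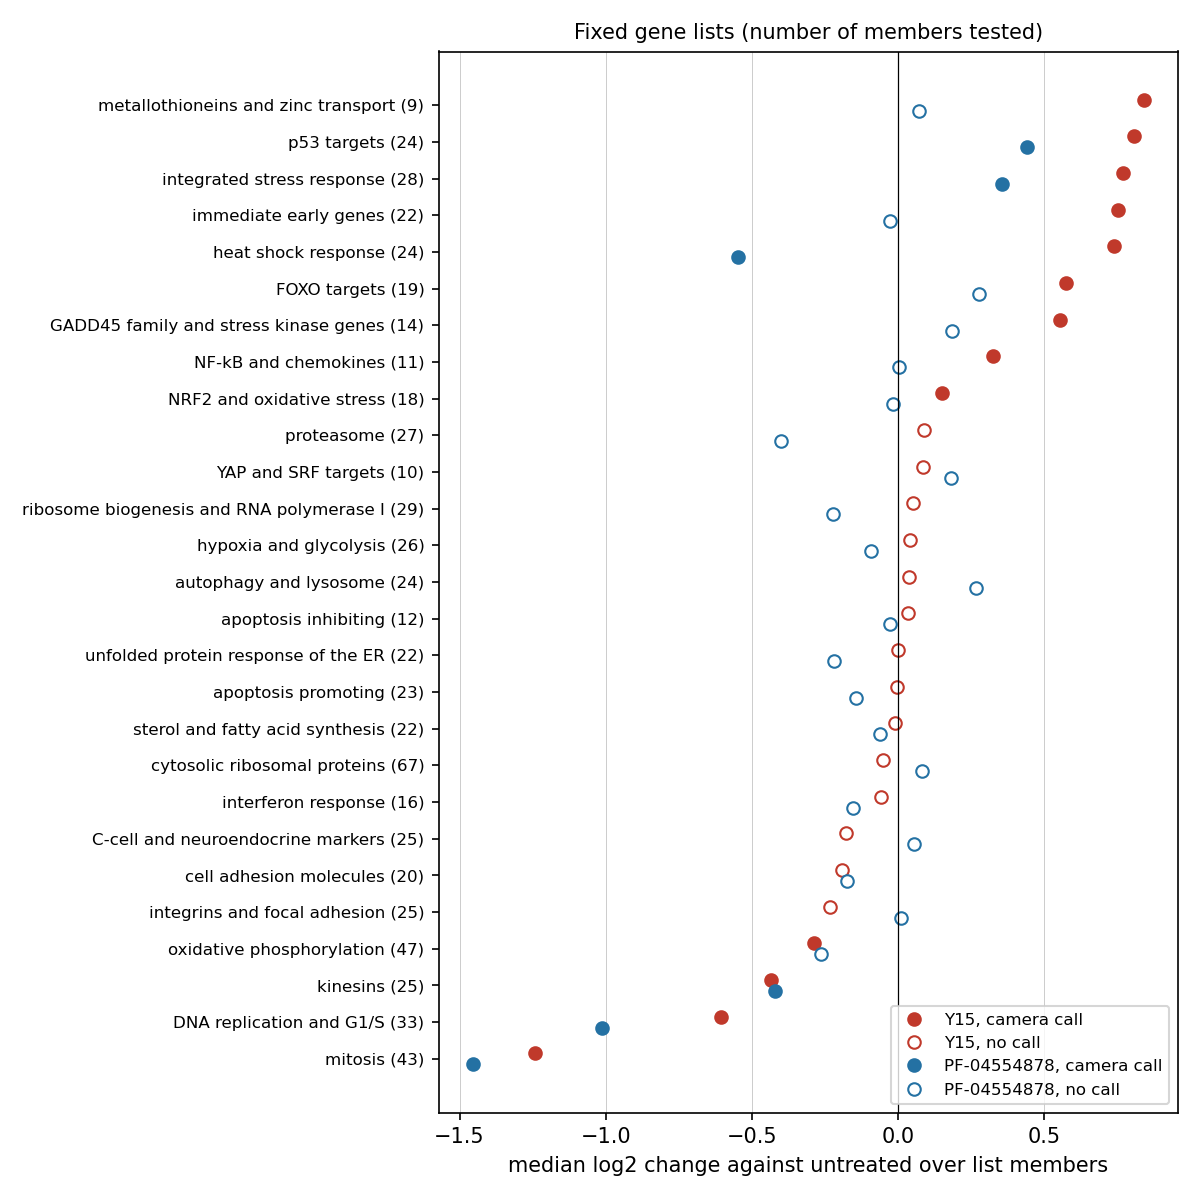
Median log2 change of each gene list under the compounds, relative to untreated cells, with lists that passed camera marked as the legend states. The mitosis and DNA replication lists lie below 0 under both compounds, and the heat shock list lies at 0.74 under Y15 (-0.07 with median scaling) and -0.55 under PF-04554878.

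The other lists did not pass under PF-04554878. Proteasome genes fell in 16 of 27 cases and rose in 5 (adjusted p = 0.067), with PSMD6 at -2.01 and PSMC6 at -1.98, though a dimmer PSMC6 probe gave 0.39. Oxidative phosphorylation genes fell in 22 of 47 cases and rose in 4 (20 and 4 adjusted over the list alone, list adjusted p = 0.088), including NDUFA8, a complex I subunit (0.353-fold). Adjusted p was 0.067 for FOXO targets (9 of 19 rose and 4 fell), autophagy and lysosome genes (12 of 24 and 5), GADD45 and stress kinase genes (6 of 14 and 1) and cytosolic ribosomal proteins (12 of 67 and 5). ATG14, which starts autophagosomes, rose by 2.88. Without untreated array 1, FOXO targets (adjusted p = 0.040), autophagy genes (0.040) and cytosolic ribosomal proteins (0.024) passed, and without untreated array 2, oxidative phosphorylation did (0.036). With median scaling, cytosolic ribosomal proteins (adjusted p = 2.7e-13, and 2.2e-06 with the median over the tested probes) and C-cell markers (0.025) passed. Without the detection filter, proteasome genes (0.0080), oxidative phosphorylation (0.0089), autophagy genes (0.033), cytosolic ribosomal proteins (0.034), FOXO targets (0.035), GADD45 and stress kinase genes (0.039) and ribosome biogenesis (0.039) passed. The same held with every kept probe for cytosolic ribosomal proteins (0.0038), FOXO targets (0.011), autophagy genes (0.014), proteasome genes (0.020) and GADD45 and stress kinase genes (0.049), and with detection on all 6 arrays for oxidative phosphorylation (0.046). Apoptosis promoting genes split, with 6 of 23 risen and 9 fallen (adjusted p = 0.78). FADD, an adaptor of death receptors, was at -2.24, DIABLO, which relieves caspase inhibition, at -1.66 and BIK at -1.44, while TNFRSF10B, a death receptor, rose 2.83-fold. Dimmer DIABLO probes gave -1.07 and 0.09. Apoptosis inhibiting genes split as well, with 5 of 12 risen and 4 fallen (adjusted p = 0.90). MCL1 was at 1.77, or 0.25 by a dimmer probe, while FAIM was not detected on either PF-04554878 array and was at least 3.52-fold lower (adjusted p = 8.1e-06). Of its other probes, those at -0.71 and -0.42 passed, and those at -0.30 and -0.20 did not. C-cell markers rose in 10 of 25 cases and fell in 4 (adjusted p = 0.32), with PCSK1N at 1.08. The rest were ribosome biogenesis (5 of 29 rose and 14 fell, adjusted p = 0.19), immediate early genes (8 of 22 and 6, 0.48), YAP and SRF targets (3 of 10 and 2, 0.56), the unfolded protein response (6 of 22 and 10, 0.72) and the interferon response (4 of 16 and 6, 0.72). Integrins and focal adhesion (5 of 25 and 6, 0.79), NRF2 (5 of 18 and 5, 0.81), NF-kB (3 of 11 and 4, 0.84), cell adhesion (5 of 20 and 6, 0.86), sterol synthesis (5 of 22 and 9, 0.86), metallothioneins (4 of 9 and 4, 0.92) and hypoxia (8 of 26 and 9, 0.92) followed. Of the metallothionein genes, MT1E was at -2.30 and MT1X at -1.77. Median, mean and test differed in sign for immediate early genes, integrins, NRF2, metallothioneins, hypoxia and apoptosis inhibiting genes. Adjusted over the list alone, the remaining counts differed for ribosome biogenesis (6 rose and 14 fell), hypoxia (9 and 9) and cytosolic ribosomal proteins (12 and 4).

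Among genes the study names for PF-04554878, ERBB3, a receptor tyrosine kinase, rose by 1.74 and IL17B, a cytokine not detected on the untreated arrays, rose at least 2.30-fold (adjusted p = 3.3e-06). RASL11B, a small GTPase gene, fell (-0.84 ± 0.10, adjusted p = 9.3e-05). The study's text names RASL11B among the genes increased by this compound, while its list of genes holds RASL11A. Looked up after the other values were seen, RASL11A rose by 1.11 (adjusted p = 1.0e-05). AEN, an apoptosis nuclease gene, rose under both compounds, 1.93-fold with Y15 (log2 change -0.22 with median scaling) and 2.48-fold with PF-04554878. CCNA2, which codes for cyclin A2, was lower under both (-1.14 and -2.10). TACC1, a spindle-associated gene, was lower under both as well (-0.99 and -0.53). The study chose these genes on the same arrays, so their direction is not independent evidence. In limma, 7104 of 11388 genes passed under PF-04554878, 3105 higher and 3999 lower, with 793 and 1091 at 2-fold and 92 and 135 at 4-fold. With median scaling the split was 949 higher and 7556 lower, and with the median over the tested probes it was 5974 and 2733.

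Markers of other cell types were measured in small numbers, and their lists had too few members for a test. Of 4 immune cell markers, CD68, a lysosomal gene of macrophages, rose under Y15 (1.89), and CD68 (1.22), GNLY (0.57), CD14 (0.40) and CD79A (0.31) rose under PF-04554878. Of 2 endothelial markers, ENG was lower under Y15 (-0.95) and EGFL7 did not pass. Of 2 fibroblast markers, VIM rose under PF-04554878 (0.50) and LUM did not pass. Of 2 thyroid follicular cell markers, DIO1 was lower under PF-04554878 (-0.80) and TFF3 did not pass.

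The direct comparison of the compounds at 10 μM asked where their responses differed. Since their solvents differed too (PBS for Y15 and DMSO for PF-04554878), the comparison holds both differences at once. Heat shock and stress genes were higher under Y15. HSPA6 was 73.2-fold higher (log2 difference 6.19 ± 0.09 SE, adjusted p = 6.4e-09, n = 2 arrays per group), HSPA1A 19.8-fold (4.31 ± 0.12) and DNAJB1 18.1-fold (4.18 ± 0.12). RGS2, a regulator of G protein signaling, was 35.5-fold higher (5.15 ± 0.10): it rose by 2.22 under Y15 and changed by -2.92 under PF-04554878. DDIT3 was higher by 3.95, JUN by 3.46 and the chaperone gene DNAJB9 by 3.41. SERPINH1, a collagen chaperone, was not detected on either PF-04554878 array and was at least 9.56-fold higher under Y15 (adjusted p = 1.9e-07). DIDO1 was most strongly lower under Y15 (-4.25 ± 0.10), followed by NFS1 (-3.46), WDR20 (-3.23), TICAM2 (-2.97), ZNF407 (-2.92), ELAVL1 (-2.80), DNAJB6 (-2.78) and PER2 (-2.74). C1orf162 was not detected on either Y15 array and was at least 7.18-fold lower (adjusted p = 4.9e-07). A dimmer DNAJB6 probe gave a difference of 0.87 in the other direction, and dimmer probes of DIDO1 (-0.24) and WDR20 (0.06 and 0.07) did not pass. For CENPA, the brightest probe was higher under Y15 (1.06) and a dimmer one lower (-0.45).

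Between the compounds, 22 of 24 heat shock genes were higher under Y15 and 0 lower, over the list alone as well (adjusted p = 2.8e-09, and adjusted p = 0.51 with an estimated correlation). The integrated stress response list had 18 of 28 higher and 4 lower under Y15 (18 and 5 adjusted over the list alone, list adjusted p = 0.0071, and adjusted p = 0.76 with an estimated correlation), and ASNS (-0.79) and PSAT1 (0.353-fold) were among those lower. Immediate early genes were higher in 12 of 22 cases and lower in 2, over the list alone as well (adjusted p = 0.011, and adjusted p = 0.51 with an estimated correlation). Metallothionein genes were higher in 8 of 9 cases and lower in 1, over the list alone as well (adjusted p = 0.0044, and adjusted p = 0.51 with an estimated correlation). MT1X was higher by 2.85, and the exception was MTF1, the metal-responsive transcription factor gene (0.501-fold). DNA replication genes were higher under Y15 in 24 of 33 cases and lower in 5, over the list alone as well (adjusted p = 0.0042, and adjusted p = 0.51 with an estimated correlation), with POLA2 at 2.03. Proteasome genes were higher in 19 of 27 cases and lower in 4, over the list alone as well (adjusted p = 0.0071, and adjusted p = 0.51 with an estimated correlation), with PSMA4 at 3.14. C-cell markers were lower under Y15 in 15 of 25 cases and higher in 2, over the list alone as well (adjusted p = 0.0071, and adjusted p = 0.51 with an estimated correlation), including SCG3 (-1.35), PCSK1N (-1.25) and RET (-0.79). Cytosolic ribosomal protein genes were lower in 18 of 67 cases and higher in 3 (17 and 3 adjusted over the list alone, list adjusted p = 0.015, and adjusted p = 0.76 with an estimated correlation), with RPL22 at -0.90. The proteasome call was lost with median scaling (adjusted p = 0.080) and with the median over the tested probes (0.084). The ribosomal protein call was lost with neqc (0.066) and that of immediate early genes with detection on all 6 arrays (0.060).

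The other 19 lists did not pass between the compounds. In the mitosis list 18 of 43 genes were higher under Y15 and 15 lower (adjusted p = 0.55), and AURKA was higher by 1.70 while PRC1 (-1.66) and KIF23 (-1.67) were lower. KIF11 differed by 0.16 (95% interval -0.06 to 0.38, adjusted p = 0.19) and KIF20A by 0.21 (interval -0.01 to 0.44, adjusted p = 0.083), so differences of that size between the compounds are not excluded. TOP2A differed by -0.31 (interval -0.62 to 0.00067, adjusted p = 0.076). Apoptosis promoting genes were higher in 12 of 23 cases and lower in 6 (adjusted p = 0.17), with HRK at 1.98 and DIABLO at 1.88. Dimmer DIABLO probes differed by 1.10 and, in the other direction, by -0.67. Integrin genes were higher in 7 of 25 cases and lower in 9 (adjusted p = 0.52), with ITGAV at -1.66 and ITGB1 at -1.05. BIRC5 was lower under Y15 (-1.12). Ribosome biogenesis had 17 of 29 genes higher and 5 lower (adjusted p = 0.11), NF-kB 7 of 11 and 2 (0.37), and p53 targets 8 of 24 and 8 (0.82). Adjusted p was 0.52 for the unfolded protein response (9 of 22 and 6), GADD45 and stress kinase genes (7 of 14 and 4), kinesins (5 of 25 and 8), cell adhesion (5 of 20 and 8), NRF2 (8 of 18 and 3) and autophagy (7 of 24 and 11). The remaining lists were oxidative phosphorylation (10 of 47 and 11, 0.72), FOXO targets (9 of 19 and 7, 0.76), apoptosis inhibiting (4 of 12 and 5, 0.77), interferon response (6 of 16 and 4, 0.80), sterol synthesis (10 of 22 and 6, 0.80), hypoxia (11 of 26 and 11, 0.80) and YAP and SRF targets (3 of 10 and 3, 1.0). Oxidative phosphorylation passed with median scaling (0.017) and with the median over the tested probes (0.011), and ribosome biogenesis without the detection filter (0.036). Median, mean and test differed in sign for p53 targets, integrins, YAP targets, hypoxia, apoptosis inhibiting genes and oxidative phosphorylation. Adjusted over the list alone, counts differed for mitosis (19 higher and 15 lower) and p53 targets (9 and 9). In limma 6923 genes passed, 3763 higher and 3160 lower under Y15, against 2364 and 3260 with median scaling. At 2-fold there were 1040 and 722 genes.

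The overlap of the responses was then counted. Of the genes that passed against untreated cells, 2403 moved in the same direction under both compounds, 951 higher and 1452 lower. Independent lists of these sizes would share 1379, and simulated unchanged groups against the same untreated arrays shared 0, which follows from their few calls (means of 0.19 and 0.26 genes). Opposite directions were seen for 690 genes, against 1336 for independent lists. The scaling moved these counts: 7152 genes shared a direction with median scaling, against 6042 for independent lists, and 5325 with the median over the tested probes, against 3116. At 2-fold, 246 genes moved the same way, against 41.1 for independent lists, and 11 moved in opposite ways, against 46.8. Of the 164 genes higher under both at 2-fold, 80 were among the 89 that rose at least 4-fold under Y15 and differed between the untreated arrays. Without those 89, 166 genes moved the same way at 2-fold, 84 higher and 82 lower, against 33.1 for independent lists. The 11 opposite genes were DNAJB1, FAM83D, FRAT2, HSPA1A, MT1X, PHF23, RGS1, RGS2, SERPINH1, SOWAHC and SPRY4, and those among them outside the rule for named genes were listed after their values were seen. The covariance of the log2 changes was 0.151, against 0.00506 in simulations of unchanged groups, a difference of 0.146. The simulations draw each probe on its own, so they cannot carry a deviation that many genes share on an untreated array. Without the 89 genes the observed covariance was 0.123. It was 0.333 with neqc, 0.297 with either median scaling and 0.0872 without the detection filter. The correlation across genes, which are not independent replicates, was 0.39 against 0.50 in the simulations, where the shared untreated arrays alone give that value. Both comparisons used the same 2 untreated arrays, so part of the excess in the counts may come from these shared controls. With 1 untreated array for each compound, a choice made after seeing the data, the covariance was 0.145 or 0.132, depending on which array went to which. Without Y15 array 1 or Y15 array 2, the same-direction count fell to 1327 or 1402 and the opposite count to 315 or 326.

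**Figure D3:**
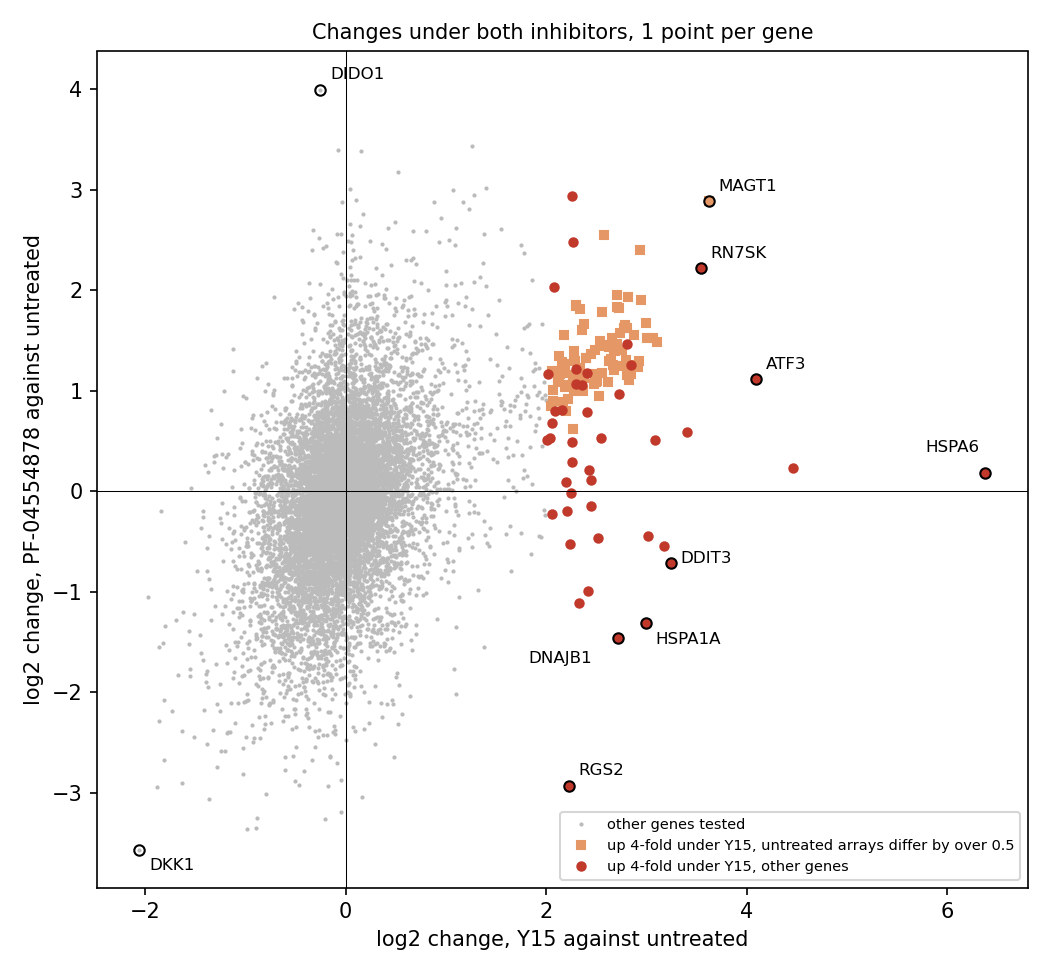
Log2 change under PF-04554878 against log2 change under Y15 for the 11388 genes tested, with 1 point per gene, red for genes at least 4-fold higher under Y15 and orange squares for those of them that differ by over 0.5 between the untreated arrays. Of the genes that passed in both comparisons, 2403 lie in the quadrants of equal sign and 690 in the quadrants of opposite sign, where HSPA1A and RGS2 are found.

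At the thresholds of the study, with unadjusted p and no detection filter, 133 genes changed at least 4-fold under Y15 and 227 under PF-04554878. The 9 genes shared were CCBE1, CIART, DKK1, MAGT1, RGS2, RN7SK, RNA18SN5, RNA5S9 and ZNF682, and those outside the rule for named genes were listed after their values were seen. CCBE1, MAGT1 and ZNF682 were among the 89 genes that differed by over 0.5 between the untreated arrays. All but RGS2 moved in the same direction. Without untreated array 2, 38 genes were shared. With neqc the counts were 279 for Y15, 1091 for PF-04554878 and 54 shared. PF-04554878 and shared counts were 477 and 19 with nec, and 826 and 84 with median scaling, while 19 were shared with the median over the tested probes. At 2-fold the counts were 531, 1884 and 257.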

Values the study reported

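The study reported 144 genes changed over 4-fold by Y15 and 208 by PF-04554878 in TT cells, of which 11 were shared. With Y15 it reported increases of 2.73 to 3.42 times for the GADD45 genes and of 7.77 times for JUN. BIRC5 was given as 0.49-fold with Y15 and 1.26-fold with PF-04554878. The combination of 0.1 μM Y15 with 1 μM PF-04554878 had a combination index of 0.39.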

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

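The tests of explanations in this part were chosen after the results were seen, while the comparison of the compounds was planned. The 690 genes that moved in opposite directions against untreated cells also differed between Y15 and PF-04554878, which follows from how they were chosen. The heat shock list was higher under Y15 than under PF-04554878 (camera adjusted p = 2.8e-09, and 0.51 with an estimated correlation), having passed in opposite directions against untreated cells. Neither call against untreated cells held with an estimated correlation (adjusted p = 0.10 for Y15 and 0.51 for PF-04554878), and that for PF-04554878 was also lost with neqc (0.055) and with median scaling (0.12). Under PF-04554878 the distance of the list from the median gene was -0.47 after quantile normalization and -0.51 with neqc. The largest differences of this kind, as log2 values of Y15 minus PF-04554878, were those of RGS2 (5.15), HSPA1A (4.31), DNAJB1 (4.18), DDIT3 (3.95), HSPA1B (3.72), JUN (3.46), SERPINH1 (3.44), DNAJB9 (3.41), TYW2 (3.13) and RGS1 (3.11). JUN and HSPA1B did not pass under PF-04554878 without 1 of its arrays (adjusted p = 0.20 without array 2 for JUN and 0.067 without array 1 for HSPA1B), and JUN also not without untreated array 2 (0.11) or the detection filter (0.057). TYW2 did not pass under Y15 without Y15 array 1 (adjusted p = 0.077) or with the median over the tested probes (0.060). With median scaling TYW2 (-0.65, adjusted p = 0.0055) and RGS1 (-0.070, adjusted p = 0.72) lay below 0 under Y15, so their opposite directions did not hold there. The SERPINH1 value is a fitted one, since the probe was undetected on both PF-04554878 arrays. Among 3937 detected probes with no gene name, which the comparisons leave out, 194 passed at 2-fold under Y15 (150 higher and 44 lower) and 390 under PF-04554878 (256 and 134).

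Of the 132 genes that were at least 4-fold higher under Y15, 89 were brighter by over 0.5 on untreated array 2 than on untreated array 1, as were 246 of all 11388 genes. The comparison with PF-04554878, which leaves the untreated arrays out, asked whether the spread between those arrays is the whole source. The 89 were higher under Y15 by a median of 1.16 (SD 0.32), and 73 passed as higher and 0 as lower. Because the genes were chosen for high Y15 values, a difference of this sign was favored in advance. The comparison therefore does not decide the question. The 58 other detected probes of 40 of these genes had a median Y15 change of -0.11 (SD 0.67), against 1.95 for 8 such probes of the remaining 43 genes. For those 40 genes this argues against a rise of each gene's transcripts as a whole, but does not exclude it. Genes were represented by their brightest probe, so the other probes are dimmer, and dimmer probes moved less for some genes above. A common source of signal that these probes share, such as an abundant RNA, is a candidate explanation: 100% of the 89 were brighter on Y15 array 1 than on Y15 array 2, against 49.2% of all genes and 19 of the remaining 43. Like the 89, the ribosomal RNA RNA28SN5 was brighter on untreated array 2 than on array 1 (11.94 against 10.74). It was also brighter on Y15 array 1 than on array 2 (12.44 against 11.77). RN7SL1 shared the difference on the untreated arrays (13.49 against 12.62) but not that on the Y15 arrays (13.68 and 13.81). The PF-04554878 arrays did not share this likeness. RNA28SN5 was brighter there (12.68 and 12.81) than on the Y15 arrays. The mean of the 89 was lower there (10.56 and 10.70) than on the Y15 arrays (11.99 and 11.57). A pattern shared over part of the arrays does not identify a source. Probe sequences were not analysed here, so the identity of such a source stays open, and no other biological explanation was tested.

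The split into higher and lower genes depended on the scaling, since 43.7% of the Y15 calls were higher after quantile normalization and 4.09% after median scaling. The net signal of the Y15 arrays was 0.452 times that of the untreated arrays. A difference in labeling, hybridization or scanning cannot be told apart from an effect of the compounds on the RNA, because each group is 1 set of arrays, and both stay open.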

How the results depend on the processing

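Median scaling over the tested probes, the crossed pairing, the restriction to genes alike on the untreated arrays and the use of 1 untreated array per compound were chosen after seeing the data. Of the summary values under all alternatives, 351 stayed close and 57 moved, where a count stays close within 1.5 times its value and the covariance within 0.0256, its SD over the arrays left out, and the cause was not tested unless the setting itself gives it. Of single genes and lists, 87 values lost a call, 75 gained one and 16 reversed direction with a call before or after. The other 5390 kept their side of the threshold. Among these, values without a call in either setting may have changed direction. These counts include the deposited value table, which was nearly identical to the main values and could hardly move. With nec the covariance was 0.213, and 477 genes for PF-04554878 and 19 shared genes met the thresholds of the study. With neqc these were 0.333, 1091 and 54, with 279 for Y15. Median scaling gave 9443 genes for Y15 (386 higher and 9057 lower), 949 higher and 7556 lower for PF-04554878, 2364 higher between the compounds, 7152 in the same direction, a covariance of 0.297, and 826 and 84 genes at the thresholds of the study for PF-04554878 and shared. Under it the following turned below 0 for Y15: AEN (-0.22), AKR1C2 (-0.068), DIABLO (-0.76), MT1X (-0.061), RASL11B (-0.42), RGS1 (-0.070) and TYW2 (-0.65). For PF-04554878 these were GADD45A (-0.87), GADD45G (-0.45), GIT1 (-0.10), KIF23 (-0.65) and POLR2B (-0.52). The direction of the cytosolic ribosomal protein list reversed under Y15 with median scaling (adjusted p = 4.1e-05) and with the median over the tested probes (0.0041), and that of the hypoxia list under PF-04554878 with fry (0.012). Median scaling over the tested probes gave 7273 genes for Y15 (4815 higher), 5974 higher for PF-04554878, 5325 in the same direction, a covariance of 0.297, 19 shared genes at the thresholds of the study, and turned HSPA8 under Y15 to 0.87. Other genes enter some settings: the covariance was 0.0872 over the 20045 genes without the detection filter, 0.187 over the 8219 detected on all 6 arrays and 0.117 over the 11049 alike on the untreated arrays. At 2-fold, 531 genes passed for Y15 (374 higher, 157 lower), 1884 for PF-04554878 (793, 1091) and 1762 between the compounds (1040, 722), with 246 in the same direction and 11 opposite. Lists passing for PF-04554878 were 13 without the filter (of 31 with enough members), 12 with every probe (of 28, and 11 of the 27 tested otherwise) and 19 with fry, against 6, and 17 passed with fry between the compounds, against 8. With an estimated correlation 0 lists passed in each comparison. Leaving out 1 array at a time, where the lone array is assumed to vary like the others, gave 2246 to 4308 genes for Y15 (1096 to 1898 higher, 1150 to 2410 lower), 315 to 650 opposite, 1327 to 2246 in the same direction, a covariance of 0.125 to 0.201, and 85 to 156, 198 to 289 and 7 to 38 genes at the thresholds of the study for Y15, PF-04554878 and shared. The low Y15 counts came without Y15 array 1 (2246) or Y15 array 2 (2380), and the lists passing for PF-04554878 ranged from 6 to 9. The replicate block used numbers that label the arrays. Replicate differences correlated across genes at -0.26 (untreated with Y15), 0.20 (untreated with PF-04554878) and -0.10 (Y15 with PF-04554878). No deviation thus followed the numbers in all groups, but deviations shared by arrays with other numbers stay open. The block gave 4221, 7105 and 6918 genes. It ended the calls of ERBB3 under Y15 (adjusted p = 0.059) and AEN between the compounds (0.051), and no other call among the genes named and the lists. Crossing the pairing of the Y15 arrays gave 4734, 7292 and 7129, against 4353, 7104 and 6923 without a block. A block by chip was not run, because the file names no chip. The net signal, lowest on the Y15 arrays (169 and 180), limits what can be detected in dim probes.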

Other observations

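The gene families in this part were chosen, and their tests run, after the data were seen, so they are hypotheses. Genes of mitochondrial ribosomal proteins moved down under PF-04554878: 63 of 76 fell and 3 rose (median -0.93, camera adjusted p = 2.3e-10, and adjusted p = 0.21 with an estimated correlation). MRPS6 was at -2.41 and MRPL17 at -2.38, while MRPL44 was among the 3 that rose. Under Y15, 13 fell and 11 rose (adjusted p = 0.80), and 60 of 76 were higher under Y15 than under PF-04554878 with 6 lower (adjusted p = 1.3e-09, and 0.38 with an estimated correlation). Of 17 tubulin genes, 14 fell and 1 rose under PF-04554878 (adjusted p = 0.00020, and 0.14 with an estimated correlation), with TUBA4A at -2.25 and TUBB4B at -1.89. Of 7 subunits of the cytosolic chaperonin, which folds tubulin, 6 fell and CCT5 rose by 0.36 (adjusted p = 0.030, and 0.19 with an estimated correlation), with CCT2 at -1.59. Of 21 mitochondrial import genes, 13 fell and 3 rose (adjusted p = 0.016, and 0.18 with an estimated correlation), with TIMM10 at -2.35 and TIMM23 at -2.19. Among 10000 random lists matched on the untreated mean, the median lay at percentile 4.2 for chaperonin subunits, 0.01 for tubulins and 0.32 for import genes. Brightness may thus account for part of the chaperonin fall.

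Circadian clock genes moved up: 10 of 17 rose and 4 fell under Y15, where the family median of 0.34 turned to -0.12 with median scaling, 0.67 above the median gene (adjusted p = 0.00059, and 0.28 with an estimated correlation), and 12 rose and 1 fell under PF-04554878 (adjusted p = 0.00016, and 0.14 with an estimated correlation). CIART, a repressor of the clock, rose by 2.26 and 2.93, and BHLHE40 by 2.02 and 1.16. PER2 was at -0.34 under Y15 and 2.40 under PF-04554878. Structural RNAs rose in 12 of 20 cases under Y15 with 1 fallen (adjusted p = 3.4e-07, and 0.28 with an estimated correlation). Under PF-04554878, 16 of 20 rose and 0 fell (adjusted p = 4.0e-07, and 0.18 with an estimated correlation). They include the small nuclear RNA RNU1-1 (1.86 and 2.10) and the ribosomal RNA RNA18SN5 (2.08 and 2.03). These are relative signals on arrays with less net signal than the untreated ones (0.452 times for Y15 and 0.639 times for PF-04554878). Whether the amount of these RNAs in the cells rose was not tested. Some members differed between the untreated arrays, as RNA28SN5 (log2 signal 10.74 and 11.94) and RN7SL1 (12.62 and 13.49) did. RNA28SN5 was at 12.44 and 11.77 on the Y15 arrays, so Y15 array 2 lay below untreated array 2. RN7SK (7.91 and 7.70), RNA18SN5 (9.21 and 9.39) and RNA5S9 (7.84 and 7.76) were closer on the untreated arrays.

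The fall of the mitochondrial ribosomal protein genes under PF-04554878 was set against technical explanations. Brightness alone does not account for its size: the family median was -0.93, against -0.24 for 10000 random lists matched on the untreated mean (percentile 0). The family was chosen for its fall and its genes may vary together, so this percentile is not a test of the family. The family lay 0.86 below the median gene after quantile normalization, and the difference was -1.21 with the median over the tested probes. This does not decide whether the scaling makes the fall, because the median gene is not matched on brightness. Before normalization, bright probes lost more signal under PF-04554878. The 95th percentile was 2157 and 1729 on the untreated arrays against 1016 and 987, and the median 130 and 124 against 113 and 112. Scaling to the median over the tested probes shifts all genes of an array alike and cancels in this difference, so it cannot test other effects between arrays. A hypothesis is that PF-04554878 may lower these genes as a group, which rests on the same 2 arrays per group and stays open to differences in array handling.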
